A study of Caenorhabditis elegans with 6 samples. Its data were reported in "Branched-chain amino acid catabolism is a conserved regulator of physiological ageing" (2015).

How the data were processed

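RNA was measured in 6 libraries from whole wild-type Caenorhabditis elegans of strain Bristol N2, taken as adults 5 days after the last larval stage. The labels put 3 libraries in a control group and 3 in a group treated with RNA interference (RNAi) against bcat-1, the gene of the branched-chain amino acid transferase. Feeding RNAi uses E. coli that make double-stranded RNA of the target gene. According to the methods of the study, feeding began in young adults and the animals were washed daily to remove progeny. The labels give no replicate number, lane or culture, so replicates were numbered within each group only as names.

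Total RNA was extracted with QIAzol and made into libraries with a TruSeq RNA kit, which does not record the strand of a transcript. Short single reads were mapped by the authors with TopHat2 2.0.6 to the WBcel235 genome. The authors then counted uniquely mapped reads per gene with featureCounts, and these counts were deposited with no normalisation. Its version and its strand setting are not given in the sources used here, and the submitters' processing notes also name CASAVA. The authors also deposited RPKM values, reads per kilobase of exon and per 1e6 mapped reads, which they made from the same counts. A check of the tables found that each RPKM value equalled the count divided by the exon length and by the library's total count. The exon length that this implies was whole within 0.001 base for 100% of genes with a read. Reads that fall equally well on near-identical gene copies are lost when only uniquely mapped reads are kept, so the levels of such copies are uncertain. Reads from a gene and from an overlapping gene on the other strand cannot be told apart without strand.

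The count table held 46589 genes, of which 28243 had at least 1 read in any library and 18346 had none. The control libraries held 43274827, 32784443 and 41377712 counted reads and the libraries labelled bcat-1 RNAi held 41038166, 44137496 and 38347771. No library pair within a group agreed within sampling noise, since the chi-square per degree of freedom over genes was at least 15.48, so all 6 were used as separate samples. Gene symbols and biotypes were those of the deposited count table. Gene positions came from Ensembl release 115 on WBcel235, in which 46183 of the 46589 identifiers (99.1%) were found. Identifiers are sequence names such as K02A4.1.

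The comparison of the libraries labelled bcat-1 RNAi with the controls was made on the deposited counts. Genes with too few reads were left out with the filterByExpr function, which left 16391 genes. Libraries were scaled by the trimmed mean of M values (TMM), and each gene was tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), two-sided, with group as the only term. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. Levels are counts per 1e6 counted reads (CPM) after TMM scaling, given as mean ± SD, and fold changes are log2 values of the libraries labelled bcat-1 RNAi over the controls. Single values per library were compared with exact permutation tests, two-sided, which with 3 libraries against 3 cannot give a p below 0.10. The labels do not say that the libraries came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.

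There were 42 gene lists, chosen before the data were examined, as were the test, the settings named as planned and the rule for naming genes. They cover branched-chain amino acid breakdown and the propionate shunt, respiration, glycolysis and the citric acid cycle, fat metabolism, nutrient, TGF-beta, insulin and DAF-16 signalling, autophagy, stress responses, detoxification and immune families, translation, receptors and neuropeptides, cuticle and moulting-related families, histones, F-box proteins, the ageing genes of the study with their predicted paralogs and without bcat-1, and markers of 7 tissues or stages. A list needed 3 tested members, and 41 had them. Lists were tested with camera in limma 3.58.1, which asks whether the members moved more than other genes, on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists. The same test with an estimated correlation and fry, which asks whether the members move one way on balance, were run beside it. Members were also counted with p-values adjusted over the list alone. GAGE, the tool named by the study, was not used here. After the data were seen, 3 lists were added, for larval moulting, adult cuticle collagens and mitochondrial protein-coding genes.

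Genes are named by a fixed rule. It takes bcat-1, hlh-15 and 8 signalling genes, all tested enzymes of the branched-chain and propionate lists, and the 5 genes with the highest mean CPM. It also takes the 10 largest rises and the 10 largest falls among called genes whose groups do not overlap and whose higher mean reaches 10 CPM. From each other list it takes up to 4 members with the smallest p and members that went against the list.

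The alternatives were other scalings (DESeq2's size factors, upper quartile, library size only, and genes above the median level), no filter or a filter at 1 CPM, DESeq2 1.42.0, edgeR's likelihood ratio test, edgeR's exact test together with DESeq2, limma-voom, limma on log2(RPKM + 1) or log2(RPKM + 0.1), a test against a fold of 1.5, counts thinned to the smallest library, leaving out the 20 genes with the highest CPM, and leaving out each library in turn. Leaving out control replicate 1 together with RNAi replicate 3 was chosen after seeing the data. Values were also computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

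The comparison was tested on simulated data over 16391 genes with the real means and library sizes, in which 50 genes were changed at each of the fold sizes given here. At adjusted p under 0.05 it recovered 2% of genes changed 1.25-fold, 18% at 1.5-fold, 78% at 2-fold and 94% at 4-fold, and 8 of its 104 calls (7.69%) were false. In the simulation few genes changed, equally up and down and at random levels. In the data 61.6% of tested genes were called, with a split that depended on level, so these rates need not hold for the comparison itself. Genes below the filter held at most 0.0877% of the reads of any library and were left out of the test. Of the genes that changed with age in the study, only those in the ageing lists were examined.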

Results

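The transcriptome was measured in 6 libraries of whole adult worms 5 days after the last larval stage, 3 labelled control and 3 labelled bcat-1 RNAi. The comparison asked which transcripts differ after RNAi against bcat-1, which encodes the enzyme that takes the amino group from leucine, isoleucine and valine in the first step of their breakdown. The control libraries held 32784443 to 43274827 counted reads and the libraries labelled bcat-1 RNAi held 38347771 to 44137496. A read was found for 20857 ± 780 genes in the controls and for 24300 ± 181 genes in the libraries labelled bcat-1 RNAi (SD, n = 3, exact permutation p = 0.1, the smallest that 3 libraries against 3 can give). Nuclear ribosomal RNA genes took 0.26%, 0.145% and 0.374% of the reads in control replicates 1 to 3, and 1.19%, 0.470% and 1.39% in RNAi replicates 1 to 3 (exact permutation p = 0.1). The first principal component held 84.4% of the variance and parted the groups, and the second held 5.77%. Pearson correlations of log2 CPM across genes, which are not independent replicates, were 0.9908 to 0.9927 among the controls, 0.9900 to 0.9960 among the libraries labelled bcat-1 RNAi and 0.9459 to 0.9629 between the groups. RNAi replicate 3 stood apart within its group, with chi-square values per degree of freedom of 54.8 and 72.1 against the other RNAi libraries, which differed from each other by 15.5.

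The targeted gene was not lower in the libraries labelled bcat-1 RNAi. The gene bcat-1 (K02A4.1) lies on the plus strand of chromosome X from 12877480 to 12880328 in WBcel235 and has 6 exons. It has a 5′ untranslated region from 12877480 to 12877493 and a 3′ untranslated region from 12879746 to 12880328. Its level in control replicates 1 to 3 was 135.1, 135.3 and 162.2 CPM, and in RNAi replicates 1 to 3 it was 223.1, 102.1 and 287.2 CPM. The mean was 144 ± 15.6 CPM in the controls and 204 ± 93.98 CPM in the libraries labelled bcat-1 RNAi (SD, n = 3), a log2 difference of 0.50 with a standard error of 0.30 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.169). An exact permutation test of the unscaled CPM values gave p = 0.4. The deposited RPKM of bcat-1 was 71.9 ± 9.49 in the controls and 122 ± 60.1 in the libraries labelled bcat-1 RNAi (SD, n = 3). Without RNAi replicate 2 the log2 difference was 0.79 with an adjusted p of 0.00291 by the same test, and without RNAi replicate 3 it was 0.19 with an adjusted p of 0.573. The antisense gene K02A4.8, which lies in intron 2 of bcat-1 from 12878090 to 12878222, had at most 2 reads in any library. Because the target goes against the label, every direction given here is that of the libraries labelled bcat-1 RNAi over the libraries labelled control.

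**Figure D1:**
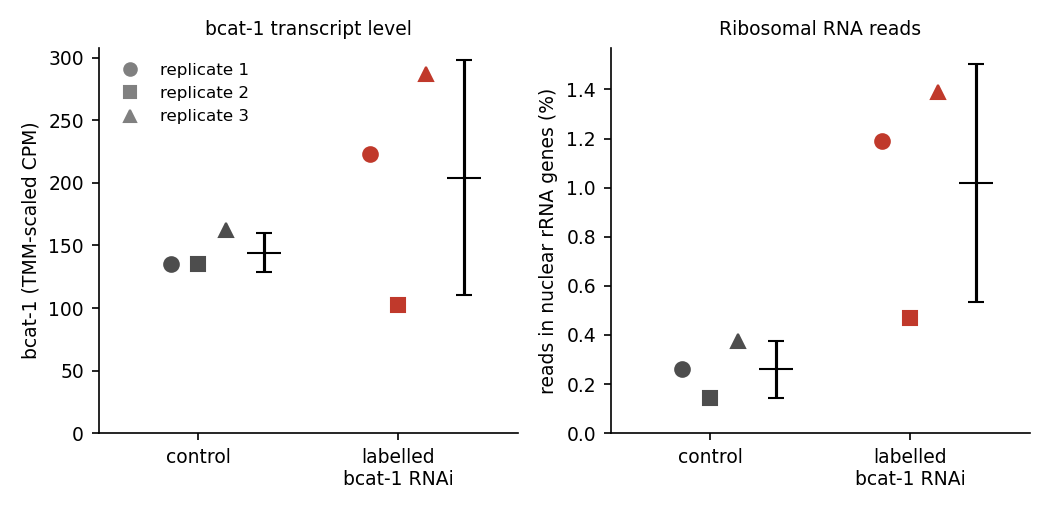
The left panel gives the level of bcat-1 in CPM after TMM scaling and the right panel the percentage of reads in nuclear ribosomal RNA genes, for the 3 control libraries and the 3 libraries labelled bcat-1 RNAi, with a marker for each library, a bar at the mean and an error bar of 1 SD. The bcat-1 level of the libraries labelled bcat-1 RNAi ranged from 102.1 to 287.2 CPM, around the control mean of 144 CPM, and all 3 had more ribosomal RNA than any control.

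Between the groups, 10096 of the 16391 tested genes (61.6%) were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5907 higher and 4189 lower in the libraries labelled bcat-1 RNAi. At least 2-fold higher were 3976 genes and at least 2-fold lower were 475. The 3 values of each group did not overlap for 71.2% of tested genes, where chance gives 10%. The largest rises by the naming rule were those of R08B4.5, from 0.462 ± 0.085 to 41.2 ± 8.32 CPM (SD, n = 3, log2 6.49). Next came C30A5.10, acr-8, C05E7.3, C32E8.6, aexr-1, T24A6.7, unc-86, F09F9.4 and acs-2. The neuronal homeobox gene unc-86 rose from 2.72 ± 1.62 to 80.8 ± 5.06 CPM (SD, n = 3, log2 4.87), and acs-2, an acyl-CoA synthetase of fatty acid breakdown, rose from 9.51 ± 3.51 to 260 ± 103.97 CPM (SD, n = 3, log2 4.76). The nicotinic acetylcholine receptor subunit acr-8 rose from 0.300 ± 0.081 to 13.9 ± 2.76 CPM (SD, n = 3, log2 5.54). The largest falls were those of F56D6.9 (log2 −3.74), C17H12.6 (log2 −3.60), F48C1.9, T22B7.7, far-3, cpt-4, C23H5.8, fat-7, F56A4.2 and clec-209. The level of F56D6.9 in control replicates 1 to 3 was 32.5, 13.2 and 4.30 CPM, and without control replicate 1 its value was −2.82, a smaller fall than that of C17H12.6. Without that library the rises of unc-86, aexr-1 and F09F9.4 were larger (log2 5.48, 5.797 and 5.65, from 4.87, 5.11 and 4.79). A fatty acid and retinol binding protein gene, far-3, fell from 189 ± 97.3 to 23.1 ± 4.51 CPM (SD, n = 3). The carnitine palmitoyltransferase cpt-4 fell from 15.6 ± 2.60 to 2.27 ± 0.364 CPM and the stearoyl-CoA desaturase fat-7 from 40.8 ± 10.04 to 7.86 ± 3.52 CPM (SD, n = 3). The adjusted p by edgeR's quasi-likelihood test was 9.08e-07 for R08B4.5, 8.37e-06 for unc-86, 1.22e-05 for acs-2, 2.2e-04 for far-3, 7.93e-06 for cpt-4 and 2.09e-04 for fat-7. C30A5.10, acr-8, F56D6.9 and far-3 overlap a neighbouring gene and clec-209 has a second annotated copy, so part of their reads is uncertain. The 5 most abundant genes were vit-6, eef-1A.1, vit-2, vit-5 and the ribosomal RNA gene rrn-3.1. The gene rrn-3.1 rose from 2093 ± 946 to 7120 ± 3363 CPM (SD, n = 3, log2 1.77, edgeR adjusted p = 0.00692). Without control replicate 1 and RNAi replicate 3 it kept its direction but was not called (edgeR adjusted p = 0.0579). The translation factor eef-1A.1 stood at 11482 ± 776 and 8613 ± 1932 CPM (SD, n = 3, log2 −0.41, edgeR adjusted p = 0.108), and without RNAi replicate 3 the value was −0.22. It was called lower with no filter, DESeq2, the likelihood ratio test, the exact test together with DESeq2, and limma-voom (adjusted p = 0.0337, 0.0089, 0.028, 0.0284 and 0.0438).

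The split between higher and lower genes depended on the level of the genes and on the scaling. The counts of list members and the camera test given here did not match genes on level. In the lowest of 10 bins of mean level (0.188 to 0.491 CPM), 55.9% of genes were higher and 1.89% lower, with a median log2 fold change of 1.15, and in the highest bin (151 to 14900 CPM) 6.41% were higher and 65.1% lower, with a median of −0.40. The median over all tested genes was 0.15, and with another scaling it was 0.02 (DESeq2 size factors), 0.28 (upper quartile), 0.40 (library size only) or 0.37 (genes above the median level). The calls split into 5357 higher and 5014 lower with DESeq2's size factors, 6614 and 2932 with upper quartile scaling, 7332 and 1947 with library size only, and 7202 and 2130 with genes above the median level. DESeq2 itself gave 4755 higher and 5093 lower, and limma on log2(RPKM + 1) gave 7440 and 1525. With control replicate 1 and RNAi replicate 3 left out together, 9532 genes were called, 5341 higher and 4191 lower.

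**Figure D2:**
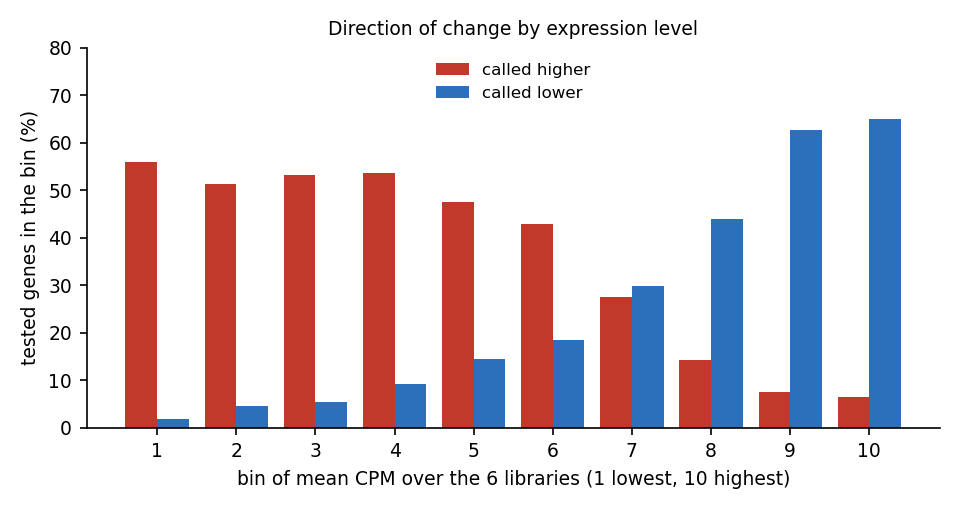
Percentage of tested genes called higher (red) or lower (blue) in the libraries labelled bcat-1 RNAi, in 10 equal bins of mean CPM over the 6 libraries, from the lowest (1) to the highest (10). The share higher went from 55.9% in bin 1 to 6.41% in bin 10 and the share lower from 1.89% to 65.1%, with TMM scaling.

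Enzymes of branched-chain amino acid breakdown were mostly lower in the libraries labelled bcat-1 RNAi, although bcat-1 itself was not. Of 25 tested members 18 fell, 4 rose and 3 did not pass the test, and adjusted over the list alone the counts were 18 and 4. That is 72% lower. Of all tested genes, 43.9% were lower in the bin of mean level from 44.4 to 80.7 CPM and 62.7% in the bin from 80.8 to 151 CPM. The acyl-CoA dehydrogenase acdh-1 fell from 125 ± 6.77 to 26.98 ± 14.8 CPM (SD, n = 3, log2 −2.21, edgeR adjusted p = 0.00118), acdh-3 from 168 ± 9.73 to 90.3 ± 13.7 CPM (log2 −0.90) and the enoyl-CoA hydratase ech-6 from 165 ± 8.92 to 103 ± 8.61 CPM (log2 −0.68). Propionyl-CoA carboxylase subunit pccb-1 (log2 −0.70), the dihydrolipoamide dehydrogenase dld-1 (−0.67) and the thiolase kat-1 (−0.66) also fell. Rises were seen for the HMG-CoA synthase hmgs-1 (log2 0.68), ech-7 (0.56) and alh-8 (0.49). The second transaminase gene Y44A6D.5 rose from 0.206 ± 0.067 to 0.759 ± 0.351 CPM (SD, n = 3, log2 1.83, edgeR adjusted p = 0.00522), while bcat-1, acdh-9 and Y71G12B.10 did not pass the test. The study chose this pathway, so the count is not independent evidence. The list was called lower by camera (Benjamini-Hochberg adjusted p = 0.00176, and adjusted p = 0.558 with an estimated correlation). With library size only, 9 members fell and 5 rose, and alh-8 and ech-7 lost their calls with DESeq2 (adjusted p = 0.126 and 0.0545) and without RNAi replicate 1 (edgeR adjusted p = 0.136 and 0.072). The gene acdh-9 was called higher with upper quartile scaling, library size only, genes above the median level and limma on RPKM plus 1, RPKM plus 0.1 and the RPKM filter (adjusted p = 0.0487, 0.0202, 0.0221, 0.0395, 0.0369 and 0.0228), and Y71G12B.10 lower without control replicate 1 and RNAi replicate 3 (edgeR adjusted p = 0.0369). The alh-8 call was also lost without control replicate 1 or 2 (edgeR adjusted p = 0.0846 and 0.101). In the propionate shunt, a side route that clears propionate, 4 of 5 tested enzymes fell and alh-8 rose, with the same counts adjusted over the list alone. Its dehydrogenase Y38F1A.6 fell from 73.2 ± 3.49 to 32.2 ± 0.946 CPM (SD, n = 3, log2 −1.18, edgeR adjusted p = 1.49e-05). The shunt was called by camera (adjusted p = 0.0298, and adjusted p = 0.558 with an estimated correlation), but not with DESeq2's size factors (adjusted p = 0.053). All shunt members except Y38F1A.6 are also in the branched-chain list, so the shunt's count and call largely repeat that result.

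Most of the tested nuclear genes of respiration, glycolysis and the citric acid cycle were lower in the libraries labelled bcat-1 RNAi. Of 62 tested nuclear genes of the respiratory chain and ATP synthase, 40 fell and 22 did not pass the test, and the count adjusted over the list alone was 40 as well. That is 64.5% lower. Of all tested genes, 62.7% were lower in the bin of mean level from 80.8 to 151 CPM and 65.1% in the bin above it. A share like that of the list is thus common among abundant genes. The ATP synthase subunit asb-1 fell from 345 ± 27.9 to 197 ± 22.9 CPM and the succinate dehydrogenase subunit sdha-2 from 159 ± 12 to 83.6 ± 15.8 CPM (SD, n = 3, log2 −0.81 and −0.93). The study chose this pathway too, so the direction is not independent evidence. Camera gave an adjusted p of 5.18e-08, and adjusted p = 0.558 with an estimated correlation. With library size only, 14 fell and 4 rose, and without control replicate 2 the number that fell was 26. The mitochondrial list held a single tested member, ctb-1, at 990 ± 27.2 and 1258 ± 255 CPM (SD, n = 3, log2 0.35, edgeR adjusted p = 0.0682), and was not tested as a list. Without RNAi replicate 3 ctb-1 was called higher (log2 0.19, edgeR adjusted p = 0.0251). It was also called higher with upper quartile scaling, library size only and genes above the median level (log2 0.49, 0.61 and 0.57, edgeR adjusted p = 0.0231, 0.0119 and 0.012). The same held at 1 CPM in 3 samples and with the likelihood ratio test (adjusted p = 0.0369 and 0.0383), and with limma on RPKM plus 1, RPKM plus 0.1 and the RPKM filter (adjusted p = 0.0498, 0.0409 and 0.0241). In glycolysis and the citric acid cycle 21 of 27 genes fell, 1 rose and 5 did not pass the test (adjusted over the list alone 21 and 1). The list was called lower by camera (adjusted p = 2.61e-06, and adjusted p = 0.558 with an estimated correlation). The aldolase aldo-2 fell from 840 ± 51.5 to 397 ± 48.4 CPM and the malate dehydrogenase mdh-2 from 447 ± 38.1 to 215 ± 26.7 CPM, while the other aldolase, aldo-1, rose from 31.9 ± 3.84 to 65.7 ± 7.73 CPM (SD, n = 3). Against a fold of 1.5, 2 of the respiratory genes and 4 of the glycolysis and citric acid cycle genes were called lower.

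Genes in the list of TORC1, the nutrient-sensing kinase complex, and its regulators fell in 13 of 18 cases. There were 2 rises and 3 genes that did not pass the test, and the counts adjusted over the list alone were 13 and 2. The list mixes parts of the complex with other regulators, and nprl-2 and rict-1 were among the falls. The counts thus give no direction for the activity of TORC1. The kinase gene let-363 fell from 262 ± 2.69 to 200 ± 20.5 CPM (SD, n = 3, log2 −0.39, edgeR adjusted p = 0.00828). The rises were those of flcn-1, the folliculin gene, from 175 ± 11.7 to 336 ± 30.8 CPM (SD, n = 3, log2 0.94), and hlh-30, a regulator of autophagy and lysosome genes (log2 0.61). The list was called by camera (adjusted p = 0.003, and adjusted p = 0.558 with an estimated correlation) but not by fry (adjusted p = 0.058). With library size only let-363 was not called (edgeR adjusted p = 0.111) and 3 members fell, and without control replicate 2 the number was 7. Of 32 aminoacyl-tRNA synthetases 12 fell, 2 rose and 18 did not pass the test (adjusted over the list alone 11 and 2). They were called lower by camera (adjusted p = 0.00178, and adjusted p = 0.595 with an estimated correlation). Among them kars-1 fell from 514 ± 53.2 to 326 ± 61.5 CPM and cars-2, annotated as a pseudogene, rose from 17.2 ± 1.57 to 29.2 ± 1.07 CPM (SD, n = 3). With library size only 3 synthetases fell and 5 rose, and fry did not call the list (adjusted p = 0.115). The shares lower were 72.2% for TORC1 and 37.5% for the synthetases. Of all tested genes, 43.9% were lower in the bin of mean level from 44.4 to 80.7 CPM. The share was 62.7% in the bin from 80.8 to 151 CPM and 65.1% in the bin above it. The TORC1 share thus lay little above that of abundant genes and the synthetase share below it. Members were not matched on level.

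Most of the tested neuronal genes were higher in the libraries labelled bcat-1 RNAi, and receptor and neuropeptide genes were higher more often than lower. Of 28 tested neuronal genes 23 rose and 5 did not pass the test, and adjusted over the list alone 24 rose. The synaptic vesicle priming gene unc-13 rose from 10.97 ± 0.726 to 58.8 ± 5.22 CPM, the active zone gene unc-10 from 5.22 ± 0.358 to 33.9 ± 3.95 CPM and the touch neuron tubulin mec-7 from 5.85 ± 1.33 to 38.7 ± 2.52 CPM (SD, n = 3). Camera gave an adjusted p of 2.83e-07 for the neuronal list, and adjusted p = 0.558 with an estimated correlation. Of 193 receptors for neurotransmitters and neuropeptides 118 rose, 4 fell and 71 did not pass the test (adjusted over the list alone 121 and 4). The ligand-gated channel lgc-47 rose from 1.21 ± 0.241 to 24.9 ± 5.81 CPM and the glutamate receptor glr-5 from 1.596 ± 0.119 to 19.2 ± 4.33 CPM (SD, n = 3), whereas lgc-22 (log2 −0.92) and mgl-2 (−0.73) fell. Of the 197 tested chemoreceptors 118 rose, 8 fell and 71 did not pass the test, with the same counts of 118 and 8 adjusted over the list alone. The shares higher were 61.1% of the receptors and 59.9% of the chemoreceptors. Of all tested genes, 51.3% to 55.9% were higher in the 4 lowest bins of mean level (0.188 to 4.25 CPM). Both shares thus lay little above that of weakly expressed genes as a whole, and members were not matched on level. Among the chemoreceptors srw-85 rose from 1.43 ± 0.293 to 23.95 ± 7.53 CPM and srd-32 from 0.593 ± 0.090 to 4.63 ± 0.353 CPM (SD, n = 3), and srsx-36 fell (log2 −3.21, and −4.15 without RNAi replicate 2). The table lists 1631 chemoreceptors, most of them below the filter, and at 1 CPM in 3 samples 22 rose and 2 fell. The number of chemoreceptors that fell was 4, 3, 5, 2, 5 and 5 without control replicates 1 to 3 and RNAi replicates 1 to 3 in turn. The study named the pathway of the neurotransmitter and neuropeptide receptors on these libraries, so that count is not independent evidence. Camera gave adjusted p-values of 1.35e-08 for the receptors and 9.59e-07 for the chemoreceptors, with adjusted p = 0.432 and adjusted p = 0.558 with an estimated correlation. Of 72 neuropeptide genes 56 rose, 3 fell and 13 did not pass the test, with 56 and 3 adjusted over the list alone. Camera called the neuropeptides higher (adjusted p = 2.61e-06, and adjusted p = 0.558 with an estimated correlation). The FMRFamide-like gene flp-25 rose from 1.98 ± 0.221 to 26.8 ± 2.75 CPM (SD, n = 3), and nlp-28, an epidermal antimicrobial peptide gene, fell from 20.3 ± 4.63 to 8.34 ± 0.819 CPM (SD, n = 3). Against a fold of 1.5, 21 neuropeptide genes and 74 of the receptors were called higher.

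Members of TGF-beta signalling went both ways. Of 22 tested genes 11 rose, 2 fell and 9 did not pass the test, with the same counts of 11 and 2 adjusted over the list alone. The ligand gene unc-129 rose from 17.7 ± 7.65 to 234 ± 6.42 CPM (SD, n = 3, log2 3.72, edgeR adjusted p = 1.03e-05), the ligand dbl-1 from 3.60 ± 0.344 to 8.52 ± 0.901 CPM and the transcriptional cofactor sma-9 from 99.9 ± 7.89 to 176 ± 8.25 CPM (SD, n = 3). The dauer pathway ligand daf-7 rose from 2.40 ± 0.287 to 3.52 ± 0.504 CPM (SD, n = 3, log2 0.55, edgeR adjusted p = 0.0314), and its receptors daf-4 (log2 −0.35) and daf-1 (log2 −0.31) fell with edgeR adjusted p = 0.0128 and 0.0143. The study reported TGF-beta signalling as downregulated in these libraries, with GAGE and another gene set, whereas more members of the list used here rose than fell. The list was chosen because the study named the pathway on these libraries, so the count is not independent evidence. Camera did not call the list (adjusted p = 0.161) and fry did (adjusted p = 0.00347, higher). The daf-7 call was lost with DESeq2 (adjusted p = 0.178) and without control replicate 2, control replicate 3, RNAi replicate 1 or RNAi replicate 3 (edgeR adjusted p = 0.0992, 0.0741, 0.114 and 0.0624), and those of daf-4 and daf-1 were lost with library size only (adjusted p = 0.276 and 0.543). With DESeq2, 6 members rose and 2 fell.

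Insulin-like peptide genes rose in 14 of 27 cases, with 2 falls and 11 that did not pass the test (adjusted over the list alone 13 and 2). The peptide gene ins-7 fell from 24.99 ± 3.24 to 5.43 ± 1.66 CPM (SD, n = 3, log2 −2.20, edgeR adjusted p = 4.82e-05) and ins-34 rose from 6.90 ± 1.27 to 18.9 ± 0.995 CPM (SD, n = 3). The list was called higher by camera (adjusted p = 0.0279, and adjusted p = 0.558 with an estimated correlation), but not without RNAi replicate 3 (adjusted p = 0.059) or with library size only (adjusted p = 0.1), and without control replicate 2 the number that rose was 8. The share higher was 51.9%. Of all tested genes, 55.9% were higher in the bin from 0.188 to 0.491 CPM and 47.5% in that from 4.25 to 9.15 CPM. The insulin-like share was thus like that of weakly expressed genes, without matching on level. The insulin receptor gene daf-2 fell from 197 ± 9.17 to 125 ± 49.4 CPM (SD, n = 3, log2 −0.66, edgeR adjusted p = 0.0498). It kept its direction but lost its call without control replicate 1, 2 or 3 (edgeR adjusted p = 0.0794, 0.146 and 0.0618). Without RNAi replicate 3 the fall of daf-2 was −0.34 on the log2 scale (edgeR adjusted p = 0.00165). The FoxO gene daf-16 stood at 245 ± 15.1 and 225 ± 3.02 CPM (SD, n = 3, edgeR adjusted p = 0.235). The heat shock factor gene hsf-1 fell from 187 ± 15.1 to 117 ± 14.96 CPM (SD, n = 3, log2 −0.67, edgeR adjusted p = 0.00117). The stress regulator skn-1 fell by 0.32 on the log2 scale (edgeR adjusted p = 0.0247), a call lost with library size only (adjusted p = 0.375) and without control replicate 1, control replicate 2 or RNAi replicate 2 (adjusted p = 0.0503, 0.0612 and 0.0502). The regulator gene hlh-15 had 0 to 2 reads per library and was not tested. Of 11 genes that active DAF-16 lowers, 7 fell, gcy-6 rose and 3 did not pass the test, with 7 and 1 adjusted over the list alone. Camera called them lower (adjusted p = 0.003, and adjusted p = 0.558 with an estimated correlation), among them dod-22 (log2 −2.51) and dod-23 (log2 −0.99). Of 19 genes that active DAF-16 raises, 7 rose, 2 fell and 10 did not pass the test (adjusted over the list alone 7 and 2), and camera did not call the list (adjusted p = 0.624). In it mtl-1, a metallothionein gene, rose from 34.9 ± 5.70 to 118.7 ± 4.73 CPM and the small heat shock gene hsp-12.6 from 1.67 ± 0.467 to 10.4 ± 1.42 CPM, while sip-1 fell from 2658 ± 404 to 1603 ± 78.4 CPM (SD, n = 3).

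Cuticle and epidermal genes were higher in the libraries labelled bcat-1 RNAi, and germ line and yolk genes were lower. Of 150 cuticle collagens 103 rose, 10 fell and 37 did not pass the test (adjusted over the list alone 69.3% of them rose and 10 fell). Camera gave an adjusted p of 1.37e-07 for the collagens, and adjusted p = 0.432 with an estimated correlation. The collagen dpy-7 rose from 1.61 ± 0.734 to 27.6 ± 4.16 CPM and dpy-10 from 10.7 ± 2.95 to 85.1 ± 4.17 CPM, and col-106 fell from 172 ± 54.2 to 54.996 ± 13.9 CPM (SD, n = 3). Of 16 epidermal genes 12 rose and 4 did not pass the test (adjusted over the list alone 12), among them che-14 (log2 2.29) and dpy-13 (log2 3.38). Camera called the epidermal list higher (adjusted p = 0.00469, and adjusted p = 0.558 with an estimated correlation). Most epidermal list members are also in the collagen list, such as dpy-7 and dpy-13, or in the hedgehog-related list. The results of these lists are thus not separate evidence. Hedgehog-related and patched-related genes rose in 47 of 70 cases, with 10 falls and 13 that did not pass the test (adjusted over the list alone 49 and 10). The camera test called them higher (adjusted p = 2.5e-04, and adjusted p = 0.558 with an estimated correlation). Of these ptr-4 rose from 2.34 ± 0.407 to 42.6 ± 6.07 CPM (SD, n = 3) and grd-4 fell (log2 −3.54). Nuclear hormone receptors rose in 141 of 223 cases, with 12 falls and 70 that did not pass the test (adjusted over the list alone 143 and 12). They were called higher by camera (adjusted p = 5.15e-08, and adjusted p = 0.558 with an estimated correlation), with nhr-154 (log2 1.74) and nhr-43 (log2 2.54) among the rises and nhr-71 (log2 −0.62) among the falls.

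Germ line and oocyte genes fell in 39 of 41 cases, with 2 that did not pass the test and 39 adjusted over the list alone. The oocyte maturation gene oma-2 fell from 1036 ± 133 to 519 ± 3.46 CPM and the eggshell gene cbd-1 from 3215 ± 252 to 1614 ± 53.45 CPM (SD, n = 3, log2 −0.997 and −0.99). Camera gave an adjusted p of 5.48e-13, and adjusted p = 0.558 with an estimated correlation, and against a fold of 1.5 the number that fell was 15. All 6 vitellogenin genes, which encode yolk proteins, fell, as they did adjusted over the list alone (camera adjusted p = 4.69e-04, and adjusted p = 0.558 with an estimated correlation). The most abundant, vit-6, fell from 19437 ± 2514 to 10272 ± 1348 CPM and vit-5 from 9865 ± 967 to 3075 ± 471 CPM (SD, n = 3). The near-identical vit-3, vit-4 and vit-5 share reads, so their levels are uncertain. The gene vit-2 lost its call with library size only and without control replicate 1, control replicate 3, RNAi replicate 1 or RNAi replicate 2 (edgeR adjusted p = 0.0938, 0.0579, 0.0861, 0.0667 and 0.0749). Histone genes rose in 27 of 49 cases, with 2 falls and 20 that did not pass the test (adjusted over the list alone 27 and 2). Camera called the histones higher (adjusted p = 0.00277, and adjusted p = 0.558 with an estimated correlation), and his-71 went from 19.6 ± 3.73 to 47.02 ± 1.51 CPM (SD, n = 3). Many histone genes are near-identical copies, so these reads are uncertain too. The number of histone genes that rose was 15 with DESeq2, 17 without control replicate 1, 14 without control replicate 2 and 16 without RNAi replicate 1. Of 13 genes first transcribed in embryos 7 rose, 3 fell and 3 did not pass the test (adjusted over the list alone 7 and 3, camera adjusted p = 0.572, fry adjusted p = 0.00516, higher). At 1 CPM in 3 samples their median log2 fold change of 0.82 was −0.06. The epidermal regulators elt-1 (log2 1.33) and nhr-25 (2.98) and the homeobox gene ceh-27 (4.13) rose and the early embryonic genes tbx-38 (−1.75), pes-10 (−1.28) and tbx-37 (−1.43) fell. These falls rested in large part on control replicate 3, without which the values for tbx-38, pes-10 and tbx-37 were −1.002, −0.75 and −0.78.

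Muscle and intestine genes did not move one way. Of 23 muscle genes 6 rose, 8 fell and 9 did not pass the test, with the same counts adjusted over the list alone (camera adjusted p = 0.598), and the median log2 fold change of −0.04 became 0.20 with library size only. Without control replicate 1, control replicate 2 or RNAi replicate 2 the muscle genes that fell numbered 3, 2 and 3. Troponin tni-1 rose from 4.72 ± 0.678 to 21.3 ± 2.14 CPM (SD, n = 3). Of 21 intestinal genes 9 rose, 4 fell and 8 did not pass the test, also adjusted over the list alone (camera adjusted p = 0.657), with a median of −0.01 that was 0.24 with library size only. Without control replicate 2, RNAi replicate 1 or RNAi replicate 2, 5 intestinal genes rose, and without control replicate 2 the number that fell was 6. The peptide transporter pept-1 rose from 19.99 ± 1.35 to 44.5 ± 8.43 CPM and the saposin-like gene spp-1 fell from 53.97 ± 7.19 to 21.8 ± 3.85 CPM (SD, n = 3). Of 25 tested sperm genes, from 88 in the table, 7 rose, 4 fell and 14 did not pass the test (adjusted over the list alone 6 and 4, camera adjusted p = 0.683). Without control replicate 2, 3 rose and 4 fell, and without RNAi replicate 2, 4 rose and 5 fell.

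**Figure D3:**
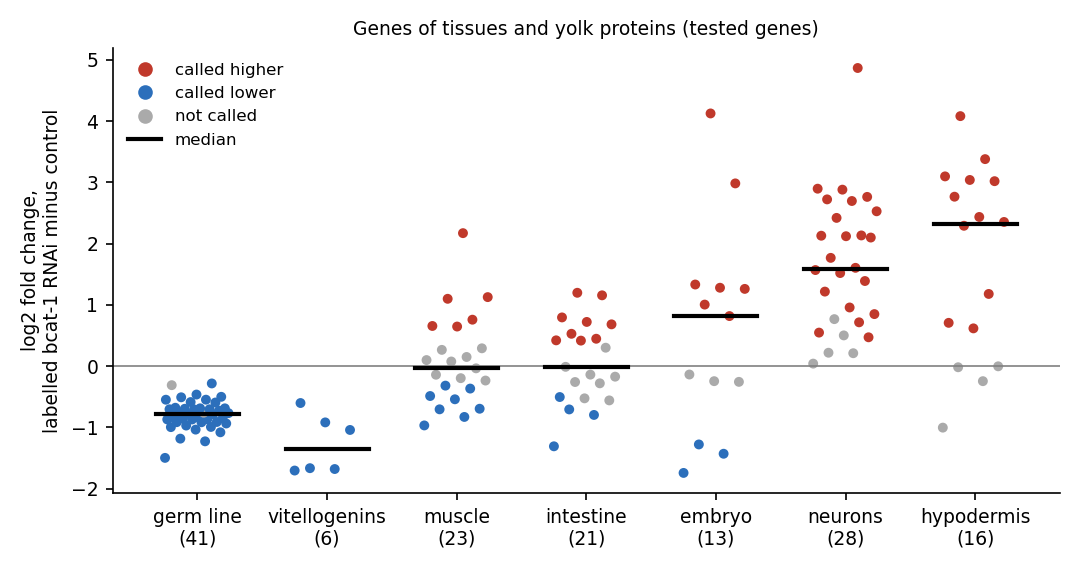
Log2 fold change of each tested gene of 7 tissue, stage or yolk lists, libraries labelled bcat-1 RNAi over controls, with called rises in red, called falls in blue, other genes in grey and a black line at the median. Germ line and vitellogenin genes lie below 0 with medians of −0.78 and −1.36 and neuron and hypodermis genes mostly above it with medians of 1.59 and 2.32, while the medians of muscle (−0.04) and intestine (−0.01) turn positive with library size only.

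Of 13 genes in the list raised with age, which holds predicted paralogs beside the genes measured as raised, 9 rose and 4 did not pass the test, and 9 rose adjusted over the list alone (camera adjusted p = 0.0262, and adjusted p = 0.558 with an estimated correlation). The transporter mrp-2 rose from 13.5 ± 0.569 to 88.1 ± 10.9 CPM and the spectrin gene sma-1 from 321 ± 46.9 to 554 ± 17.4 CPM (SD, n = 3). The list was not called with DESeq2's size factors (camera adjusted p = 0.055) or without control replicate 3, RNAi replicate 1 or RNAi replicate 2 (adjusted p = 0.058, 0.069 and 0.055), and 5 members rose with DESeq2. Of 27 genes in the list lowered with age, which also holds predicted paralogs and leaves out bcat-1, 11 rose, 6 fell and 10 did not pass the test, with the same counts adjusted over the list alone (camera adjusted p = 0.575, fry adjusted p = 0.0103, higher). Among these tba-6 rose (log2 2.79) and fat-7 and the protease gene try-1 fell (log2 −2.37 and −1.12). The study chose both lists, the measured genes on ageing samples and the paralogs by predicted homology, and neither on these libraries.

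Stress, defence and metabolic families went both ways and were not called by camera. Of 23 cytosolic heat shock genes 8 fell, among them the cochaperone sti-1 (log2 −0.66), 4 rose, among them hsp-12.3 (log2 1.54), and 11 did not pass the test (camera adjusted p = 0.128). Without control replicate 2 or RNAi replicate 3 the list was called lower (adjusted p = 0.041 and 0.04). In the mitochondrial unfolded protein response 4 of 10 genes fell, among them the chaperones hsp-60 (log2 −1.002) and hsp-6 (log2 −0.68), 1, dve-1, rose and 5 did not pass the test (camera adjusted p = 0.0974). Without control replicate 2 hsp-6 kept its direction but lost its call (edgeR adjusted p = 0.0591), and without RNAi replicate 3 its log2 fold change was −0.44. The gene dve-1 kept its direction but lost its call with DESeq2 (log2 0.23, adjusted p = 0.291). The call was also lost without control replicate 1, control replicate 2, RNAi replicate 1 or RNAi replicate 2 (edgeR adjusted p = 0.0679, 0.127, 0.201 and 0.103). In the endoplasmic reticulum response 4 genes rose, such as xbp-1 (log2 0.62), 6 fell, such as sel-1 (log2 −0.64), and 7 did not pass the test (camera adjusted p = 0.485). SKN-1 targets counted 4 rises, 5 falls and 7 that did not pass the test (adjusted over the list alone 5 and 7, camera adjusted p = 0.805). Antioxidant genes counted 5 rises, 6 falls and 15 that did not pass the test (adjusted over the list alone 4 and 6, camera adjusted p = 0.435), with the peroxiredoxin prdx-2 (log2 −0.75) among the falls. Autophagy genes counted 3 rises, 7 falls and 15 that did not pass the test (adjusted over the list alone 3 and 5, camera adjusted p = 0.16), with atg-2 rising (log2 0.72) and epg-6 falling (log2 −0.50). There were 10 rises and 1 fall with library size only, and 2 rises and 4 falls without control replicate 2. Heat shock, mitochondrial and endoplasmic reticulum counts adjusted over the list alone were the same as over all genes. Among detoxification families, 23 cytochrome P450 genes rose and 13 fell (22 and 13 adjusted over the list alone, camera adjusted p = 0.983). Further, 26 UDP-glucuronosyltransferases rose and 12 fell (26 and 14 adjusted over the list alone, camera adjusted p = 0.598). In addition, 15 glutathione S-transferases rose and 7 fell (14 and 7 adjusted over the list alone, camera adjusted p = 0.623). Their members included cyp-14A5 (log2 2.14), ugt-48 (log2 1.76) and gst-24 (log2 2.07), and 36, 22 and 21 members did not pass the test.

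Of 126 C-type lectins 46 rose, 25 fell and 55 did not pass the test (45 and 24 adjusted over the list alone, camera adjusted p = 0.983), with clec-180 higher (log2 2.56) and clec-190 lower (log2 −1.97). Of 67 antimicrobial genes 20 rose, such as irg-2 (log2 2.34), 22 fell, such as lys-10 (log2 −2.82) and cnc-7 (log2 −2.63), and 25 did not pass the test (20 and 23 adjusted over the list alone, camera adjusted p = 0.0974). With library size only camera called the list lower (adjusted p = 0.012). Fat metabolism genes counted 14 rises, 20 falls and 31 that did not pass the test (14 and 20 adjusted over the list alone, camera adjusted p = 0.101). Without RNAi replicate 2 the list was called lower (adjusted p = 0.044). The diacylglycerol acyltransferase dgat-2 fell from 14.7 ± 3.17 to 3.73 ± 0.53 CPM and the acyl-CoA synthetase acs-9 rose from 0.737 ± 0.173 to 4.03 ± 0.462 CPM (SD, n = 3). Of 332 F-box genes 35.8% rose, 52 fell and 161 did not pass the test (117 and 48 adjusted over the list alone, camera adjusted p = 0.38). Among them fbxa-37 rose (log2 2.74), and without RNAi replicate 1 the number that fell was 33. Of 80 cytosolic ribosomal protein genes 75 did not pass the test, 3 rose and 2 fell, as they did adjusted over the list alone (camera adjusted p = 0.664), whereas with library size only 63 rose and 2 fell. The rises were those of rpl-11.2 (log2 1.22), rpl-25.1 (1.11) and rpl-24.2 (0.68) and the falls those of rpa-2 (−0.66) and rpa-1 (−0.57). Ribosomal protein genes with close copies can share reads.

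**Figure D4:**
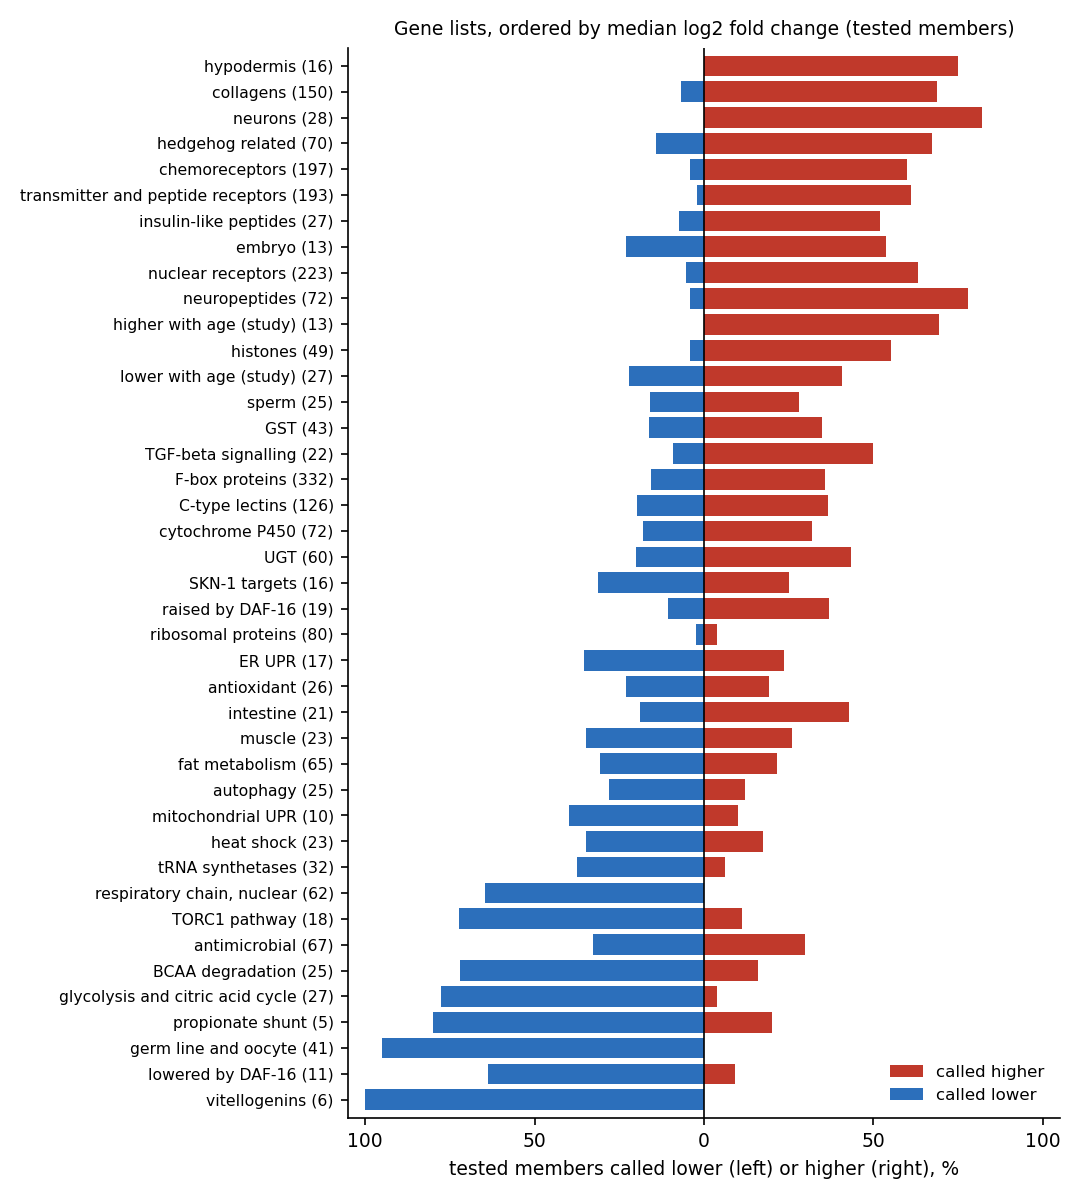
Percentage of the tested members of 41 gene lists called higher (right) or lower (left) in the libraries labelled bcat-1 RNAi, ordered by the median log2 fold change of the list, with TMM scaling. Hypodermis, collagen and neuron genes stand at the top with 12 of 16, 103 of 150 and 23 of 28 members higher, vitellogenin genes at the bottom with 6 of 6 lower, and the medians of 12 lists near 0, such as ribosomal proteins and muscle, change sign with another scaling. Lists share members, and most hypodermis genes are also in the collagen or hedgehog-related list.

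The mean, the median and the direction of the camera test differed in sign for heat shock, endoplasmic reticulum, SKN-1, antioxidant, cytochrome P450, C-type lectin, fat metabolism, ribosomal protein, muscle and intestine genes, none of which camera called. In all, camera called 20 of the 41 lists, 11 higher and 9 lower, and with an estimated correlation the adjusted p of these 20 lay between 0.432 and 0.595. Fry called 18 of the 20 in the same direction. Each of the 20 kept the sign of its median under the other scalings.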

Values the study reported

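The study reported around 35-45 mio reads per sample for these libraries. The study reported a gain in lifespan after bcat-1 RNAi of 25% for the mean and of 19% for the maximum. The study reported increases in free L-valine of 167%, in L-isoleucine of 158% and in L-leucine of 225% in worms with impaired bcat-1, and a rise of 38.4% in free amino acids as a whole.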

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

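The tests of the spread and the counting error of bcat-1, and of scaling and germ line share, were chosen only after the result was seen. The moulting and adult cuticle lists used for the second pattern were also added after the data were seen. Small RNA genes and genes too weakly expressed to be tested drew attention because their reads differed between the groups outside the main measurement. Reads in tRNA genes numbered 71, 64 and 80 in control replicates 1 to 3 and 490, 425 and 561 in RNAi replicates 1 to 3, and as a share of the library they were 6.5503 times higher in the libraries labelled bcat-1 RNAi. Reads in microRNA genes numbered 140, 91 and 140 in the controls and 470, 519 and 593 in the libraries labelled bcat-1 RNAi, 4.1169 times higher as a share, and all 8 tested microRNA genes were called higher. The share of reads was also 2.1543 times higher in other noncoding RNA genes and 3.8258 times higher in ribosomal RNA genes, and 0.9879 times that of the controls in protein-coding genes. These small RNA reads are few and carry no strand, so they do not show that mature microRNAs or tRNAs rose. Reads in the 30198 genes below the filter made up 283 ± 47.9 CPM in the controls and 748 ± 114 CPM in the libraries labelled bcat-1 RNAi (SD, n = 3), a ratio of 2.64.

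The first pattern is that bcat-1 was not lower in the libraries labelled bcat-1 RNAi. Sampling of few reads is argued against, since the largest counting error of bcat-1 was 1.6%. Reads from the double-stranded trigger RNA in the bacterial food stay open: the SD of log2 CPM of bcat-1 was 0.775 between the libraries labelled bcat-1 RNAi, at percentile 99.72 of 1417 genes of like level, against percentile 88.78 between the controls. Such reads could hide a fall of the worm's own bcat-1 transcript, but the gene counts do not show where in the gene the reads lie. The study reported loss of the bcat-1 transcript after a shorter treatment and more free branched-chain amino acids after bcat-1 RNAi, measurements made apart from these libraries. A weak knockdown and a wrong label stay open here, as untested, although an exchange of the groups would leave bcat-1 at 135.1 to 162.2 CPM against 102.1 to 287.2 CPM, which is no loss of the transcript either.

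The second pattern is that more genes rose than fell by at least 2-fold in the libraries labelled bcat-1 RNAi, among them neuronal, cuticle and hedgehog-related genes. Scaling is argued against as the whole cause, since the ratio of 2-fold higher to 2-fold lower genes was 8.37 and its lowest value was 5.29 over the scalings and 4.379 with DESeq2, which also changes the filter and the test. A lower share of germ line RNA alone would raise neuron, hypodermis, muscle and intestine genes alike. The median of the 44 neuron and hypodermis genes lay 1.711 above that of the 44 muscle and intestine genes on the log2 scale (bootstrap standard error 0.387). The bootstrap drew genes as if independent and does not measure the spread between libraries. The gap shows that these lists did not rise alike, but the contrast was set after their medians were seen, so it is no independent test of that cause. Late embryos or larvae in the worm pellets stay open and could add such transcripts. The larval moulting genes had a median log2 fold change of 1.408 and the adult cuticle collagens one of −0.00, with col-19 at −1.01 and col-62 at 0.71. Both lists were added after the data were seen, and 5 of the 20 moulting genes are also in lists chosen before. In the moulting list nhr-23 and lin-42 fell. The adult median is the value of col-7, 1 of 3 genes, which was −0.428 without RNAi replicate 2 and 0.366 without control replicate 3. An effect of RNAi against bcat-1 stays open as well, as untested.

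The third pattern is that RNAi replicate 3 stood apart from the other libraries of its group. Loss of reads from long transcripts stays open: the log2 ratio of RNAi replicate 3 to the other RNAi libraries fell with exon length (Spearman rho −0.343 across genes, which are not independent replicates). The corresponding values were 0.284 and 0.243 for RNAi replicates 1 and 2 and 0.024, 0.034 and −0.052 for control replicates 1 to 3. Each library was set against the mean of the others in its group. The values of RNAi replicates 1 and 2 thus include replicate 3 and show no length trend of their own. In RNAi replicate 3, 192 genes lay at least 2-fold below both other RNAi libraries and 147 at least 2-fold above both. The fold changes between the groups had a rho of −0.113 with exon length across genes. No biological explanation was tested for this pattern.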

How the results depend on the processing

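The alternatives without control replicate 1 and RNAi replicate 3 and with a replicate block were chosen after seeing the data. No called gene had an opposite call under any alternative. Among the named genes other than bcat-1, 6271 results stayed on the same side of the test, 502 kept the direction and lost the call, 28 gained a call and 0 called results reversed. Of the uncalled genes, col-7, daf-16 and Y71G12B.10 changed sign under some alternatives. The bcat-1 log2 fold change stayed above 0, from 0.191 to 0.794 with 1 library left out. Genes at least 2-fold lower numbered 313 with upper quartile scaling, 302 at 1 CPM in 3 samples and 787 with DESeq2. Genes lower, and at least 2-fold lower, numbered 1947 and 234 with library size only, 2130 and 250 with scaling on genes above the median level, 1525 and 111 with RPKM plus 1, 1529 and 192 with RPKM plus 0.1, and 1849 and 120 with RPKM plus 1 at a mean RPKM of at least 1. Genes at least 2-fold higher numbered 2414 with RPKM plus 1 and 2279 with the RPKM filter, where the pseudocount shrinks folds of weak genes. Against a fold of 1.5, 4161 genes were called, 3604 higher and 557 lower, since that test asks for a larger change. With an estimated correlation the camera adjusted p was 0.43 for neuroactive receptors and collagens. It was 0.6 for aminoacyl-tRNA synthetases and 0.56 for the other 17 called lists. The estimated correlation itself was 0.032 for neuroactive receptors and 0.033 for collagens, against the preset 0.01. The cause of the lost calls was not tested. With fry the adjusted p was 0.058 for TORC1 and 0.11 for aminoacyl-tRNA synthetases, which lost the call, and 0.0035 for TGF-beta, 0.0089 for genes raised by DAF-16, 0.01 for UDP-glucuronosyltransferases, 0.011 for glutathione S-transferases, 0.01 for genes lowered with age and 0.0052 for embryonic genes, which gained it. Fry also called cytochrome P450 genes higher (0.026), for which camera, which compares a list with the other genes, gave the direction lower with no call, and their median was 0.27. The camera adjusted p was 0.1 for insulin-like genes and 0.012 for antimicrobial genes with library size only, and 0.053 for the propionate shunt and 0.055 for genes raised with age with DESeq2's size factors. With 1 library left out it ranged from 0.0086 to 0.069 for genes raised with age, 0.009 to 0.059 for insulin-like genes, 0.04 to 0.33 for heat shock genes and 0.044 to 0.22 for fat metabolism genes. Without control replicate 1 and RNAi replicate 3 it was 0.056 for insulin-like and 0.027 for heat shock genes. Where no reason is given, the cause was not tested. With reads thinned to the smallest library 9585 genes were called, so the depth of the larger libraries added few calls. The labels give the groups no shared replicate numbers, but the titles number control and bcat-1 RNAi libraries in turn. The deviations of neighbouring libraries from their group means correlated across genes, which are not independent replicates, at 0.028, 0.136 and 0.158. Those of libraries that are not neighbours ranged from −0.18 to 0.12. These values do not decide whether neighbours were prepared as pairs, and the main test used no pairs because the labels name none. With a replicate block on neighbouring title numbers 10356 genes were called, 6080 higher and 4276 lower, bcat-1 stayed uncalled (log2 0.388, edgeR adjusted p = 0.121), and no list changed its call. Among the named genes col-19 gained a call with the block (log2 −1.22, edgeR adjusted p = 0.00658) and vit-2, lgc-25 and col-62 were not called (0.0588, 0.0737 and 0.0574).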

Other observations

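No test in this part was chosen only after the result was seen, except the moulting, adult cuticle and mitochondrial lists, which were chosen after seeing the data. Genes of the moulting cycle and the larval cuticle were higher in the libraries labelled bcat-1 RNAi in 14 of 20 tested cases, with 2 lower and 4 that did not pass the test (adjusted over the list alone 15 and 2). The moulting genes mlt-8 (log2 3.72) and mlt-9 (log2 3.41) and the cuticle gene let-653 (log2 3.06) rose, while nhr-23, a nuclear receptor that drives moults, fell from 78.7 ± 8.11 to 50.1 ± 10.55 CPM (SD, n = 3, edgeR adjusted p = 0.00639). The other member that fell was lin-42 (log2 −0.65, edgeR adjusted p = 0.0481), a call lost without RNAi replicate 3 (log2 −0.37, edgeR adjusted p = 0.0672). Camera gave an adjusted p of 0.00458, and adjusted p = 0.42 with an estimated correlation. The 3 adult cuticle collagens were not called as a list (camera adjusted p = 0.789), with col-19 at a log2 fold change of −1.01 (edgeR adjusted p = 0.0779). Without RNAi replicate 3 col-19 was called lower (log2 −0.56, edgeR adjusted p = 0.0432), as it was with DESeq2's size factors, no filter, the likelihood ratio test and limma-voom (adjusted p = 0.0477, 0.0204, 0.0458 and 0.0431). It was also called lower without control replicate 1 and RNAi replicate 3 together and with the replicate block (edgeR adjusted p = 0.0193 and 0.00658), which were tried after seeing the data. Of the 12 protein-coding genes of the mitochondrial genome 6 rose and 6 did not pass the test, also adjusted over the list alone (camera adjusted p = 0.0825).

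Genes on the X chromosome rose more often than genes on the autosomes. Of 2371 tested X-linked genes 1201 (50.7%) were higher and 321 (13.5%) lower, against 4622 (33.4%) higher and 27.8% lower of 13818 autosomal genes, an odds ratio of 2.04 for a rise (95% confidence interval 1.87 to 2.23, Fisher exact p = 1.64e-56, with genes not independent replicates). The share of X-linked genes called higher was above that of the autosomes in each of 10 bins of mean level, by 1.77 to 44.4 percentage points. The germ line genes moved with the groups as well, with 39 of 41 lower and a median log2 fold change of −0.78. A smaller share of germ line RNA, in which the X chromosome is largely silent, could raise X-linked genes in the same way, and this was not tested.

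The 6 libraries can be split in 10 ways into 3 and 3, too few for a share under 0.05. The real split gave 10096 genes by edgeR's quasi-likelihood test and the highest of the others gave 0, with 16 to 127 genes at an unadjusted p under 0.05 in the others and 10856 in the real split, so that 1 split reached the real count.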
